A study of Homo sapiens with 27 samples. Its data were reported in "Tissue-specific NETs alter genome organization and regulation even in a heterologous system" (2017).

How the data were processed

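Total RNA of HT1080 cells was extracted with TRIzol, labelled as biotin cRNA and hybridised to HumanHT-12 v3 bead arrays by the authors, 1 array per sample. The groups were taken from the sample titles and the mode of expression from the treatment description in the labels. They were untreated cells (n = 4), stable lines with full-length NET29 (n = 4), NET39 (n = 4) or NET47 (n = 3), and transient transfections with the soluble fragment of each or with NLS-GFP (n = 3 each). The paper in 1 place calls the soluble-fragment cells stable, and the labels were followed. How many independent lines were made for each full-length protein is not given in the sources used here, nor what a replicate is in every group (the paper speaks of separate passages for the stable lines, fewer than the arrays of 2 of them), so the spread is that between arrays and does not cover differences between clones or lines. In the main analysis no line or fragment was set against a control of the other mode of expression, which 3 of the alternatives do, but the mode differs between the full-length and soluble groups.

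The deposited intensity table held summarised bead intensities of 48803 probes without normalisation or background subtraction, and it was the source of every main value. The deposited log2 table held values that the authors had quantile normalised in R with limma (version not given in the sources used here), 48802 probes with a median of 5.88 on every array. It ranked the probes of each array as the intensity table did (rank correlation 1) and served as an alternative. All 27 arrays were used. Of 48803 probes, 27577 carried 1 gene symbol, 13 several and 21213 none, and the Entrez identifiers of 27540 were found in the reference gene table. Each of 18665 genes was represented by its brightest probe on average over all arrays, chosen without regard to group. Probe positions within transcripts were not used.

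In R 4.3.3 with limma 3.58.1, intensities were corrected by the normexp model with an offset of 50, quantile normalised and put on the log2 scale. The offset and the normexp step draw small fold changes towards 0 and allowed for the 1 intensity at or below 0. All 27 arrays entered 1 linear model with 8 group means, which left 19 residual degrees of freedom, and contrasts were tested by limma's moderated t statistic. This keeps the study's limits of an adjusted p (Benjamini-Hochberg, over all 48803 probes) under 0.05 and a log2 fold change beyond 0.5. The study's moderated F test was an alternative, because it asks whether any group differs rather than which. The controls were untreated cells for the stable lines and NLS-GFP cells for the soluble fragments, and the difference between full-length and soluble effects was an interaction contrast. Fold changes are given as log2 values with standard errors unless written as folds.

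An array's background level was the 95th percentile of 607 probes for olfactory receptor, taste receptor, keratin-associated and defensin genes, families expected to be silent in these cells. It lay between 51.4 and 64.5 in untreated and stable arrays and between 60.7 and 83.4 in transient ones. At least 3 arrays were above it for 21486 probes and 11895 genes. Where a gene was not above background on any array of 1 group, its fold is given as a lower bound against the background level.

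The genes named were set by a rule fixed before the data were examined. For each full-length comparison they were the 10 largest rises and 10 largest falls among genes past the threshold whose arrays did not overlap between groups and which were above background on every array of at least 1 group. For the other comparisons it was 5 and 5, without the non-overlap condition for direct and interaction contrasts. The 3 targeted genes, the genes the study named, and up to 4 members with the smallest p of any list that passed or had at least 3 members past the threshold were added.

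Also fixed in advance were 27 gene lists, 24 written from general knowledge and 3 taken from genes named by the study. They were tested by camera with its preset correlation of 0.01 between genes, and again with the correlation estimated from the data, and adjusted over all 351 tests of the 27 lists in 13 comparisons. The general lists held genes that the study named, 5 of the 30 extracellular matrix genes (COL15A1, FBLN1, MATN2, PCOLCE and THBS2), 2 of the 18 TGF-beta targets (TGFB2 and TGFBR3) and 1 each of the adipocyte, heat shock and hepatocyte genes, and after the results had been seen these lists were tested again without them. With the preset correlation 79 tests passed and with the estimated one 27. Under median scaling 52 of the 79 passed in the same direction, 27 did not and 0 reversed. After the first results had been seen, 3 genes were found to have been matched to the wrong symbol through an old synonym (PLIN4, LTBP2 and GAGE1) and were rematched. Before that, 77 and 33 tests had passed, and the call changed in 8 tests.

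The overlap of 2 lines that share controls was set against 100 simulations of unchanged groups with shared controls and against the 6 assignments of separate pairs of untreated arrays. Genes of chromosomes 5 and 13 were tested by Fisher's exact test, two-sided, with adjustment over 12 tests. Array similarity was measured by Pearson correlation and principal components of normalised values.

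Samples share replicate numbers between groups. Deviations from the group means correlated between arrays of the same number in every pair for NET47 soluble against NLS-GFP (r = 0.347 to 0.583, 3 of 3 arrays closest to their own number) and for NET39 against NET29 full-length (r = 0.29 to 0.653, 4 of 4). This pairing is read from the data, since the labels do not say what a number marks. With the number as a block these comparisons called 239 and 33 genes.

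The scripts were tested on simulated data before use. With changes of log2 1 planted in the real arrays' spread, 91% were recovered for 4 arrays against 4, 79.1% for 3 against 4, 85.1% for 3 against 3 and 71.6% for the interaction, with at most 5 false calls among the other genes and none of the wrong sign. The alternatives were no background correction, median scaling, cyclic loess, the deposited log2 values, a filter on background, a trended and robust variance prior, the replicate number as a block, only the arrays compared in the fit, other reference groups, the moderated F test, any probe of a gene, each array left out in turn, and an estimated correlation in camera.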

Results

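Gene expression was measured in HT1080 cells, a human fibrosarcoma line used as a fibroblast model, on 27 bead arrays in 8 groups. The cells expressed green fluorescent protein (GFP) fusions of nuclear envelope transmembrane proteins (NETs), which the study chose because they move chromosomes towards the nuclear periphery. Stable lines carried full-length NET29 (the product of TMEM120A, preferentially made in fat; n = 4), NET39 (PLPP7, preferentially made in muscle; n = 4) or NET47 (TM7SF2, preferentially made in liver; n = 3). They were set against untreated cells (n = 4). Transient transfections carried the soluble nucleoplasmic fragment of each protein (n = 3 each) or GFP with a nuclear localisation signal (NLS-GFP; n = 3), their control. The median intensity of an array was 46.9 to 58.9 in the untreated and stable groups and 54.8 to 73.5 in the transient groups.

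The arrays did not fall apart by group alone. On the first principal component, which held 33.9% of the variance, the arrays of the 4 transient groups lay between 7.94 and 25.3 and those of the untreated and stable groups between -23.6 and -4.39. The exception was untreated replicate 4, at 17.5. The second component held 18.5% of the variance, and untreated replicate 2 (37.8) and NET47 full-length replicate 3 (33.9) lay apart from the other 25 arrays on it. The most similar arrays, NET29 full-length replicates 1 and 4, correlated at 0.997. Every array was counted as a replicate, but whether any share a passage or RNA was not tested.

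**Figure D1:**
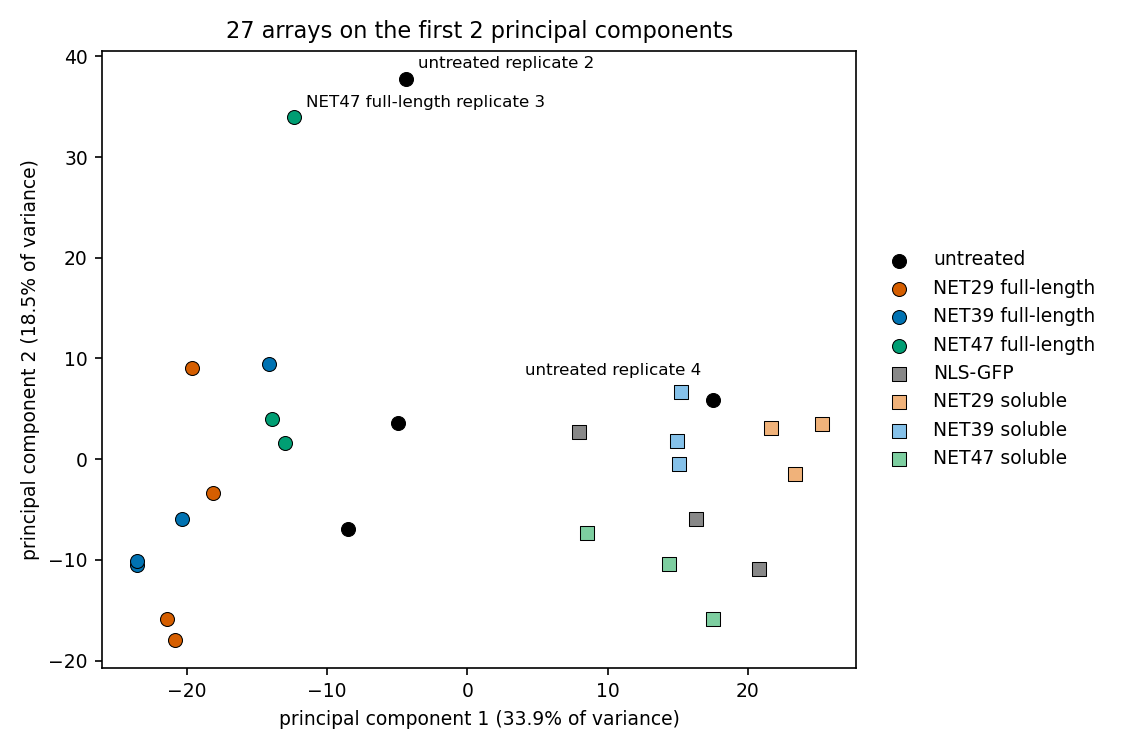
Each point is 1 of the 27 arrays, placed by its scores on the first 2 principal components of the normalised log2 intensities (axes in score units, with the percent of variance each component holds); circles are untreated and stable lines, squares are transient transfections. Untreated replicate 4 lies at 17.5 on the first component, among the squares, and untreated replicate 2 and NET47 full-length replicate 3 lie at 37.8 and 33.9 on the second.

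The genes of the 3 expressed proteins were examined first. TM7SF2 rose 62-fold in the NET47 line, from a log2 intensity of 6.55 ± 0.08 (SD, n = 4) to 12.50 ± 0.13 (SD, n = 3), and the limma estimate was 5.95 ± 0.10 (SE, adjusted p = 1.04e-22). TMEM120A rose 2.48-fold in the NET29 line, from 6.91 ± 0.27 to 8.22 ± 0.26 (SD, n = 4 each; log2 fold change 1.31 ± 0.12, SE, adjusted p = 5.16e-08). Neither gene passed the threshold with its soluble fragment (TMEM120A 0.32, adjusted p = 0.271; TM7SF2 -0.03, adjusted p = 0.987). PLPP7 did not rise in the line labelled NET39. Its probe read 5.98 ± 0.06 there and 6.28 ± 0.10 in untreated cells (SD, n = 4 each). It was above background on 0 of that line's 4 arrays and, by the background level, at least 1.07-fold lower, short of the threshold. Probe positions in the expressed sequences were not used, so PLPP7 neither checks nor contradicts that label, and fragment expression is unverified.

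The NET29 line was compared first. Untreated cells lacked each line's GFP, Geneticin selection and sorting as well as its protein. The largest falls were in THBS2, which encodes the secreted matrix glycoprotein thrombospondin 2, and EEF1A2, a translation elongation factor of muscle and nerve. THBS2 was 8.75-fold lower (log2 intensity 9.33 ± 0.52 in untreated and 6.20 ± 0.04 in NET29 cells, SD, n = 4 each) and EEF1A2 8.17-fold lower (11.95 ± 0.48 and 8.92 ± 0.19). The largest rises were in IL13RA2, a decoy receptor for interleukin 13 (4.74-fold), TRIML2 (4.71-fold) and MMP3, the matrix protease stromelysin 1 (4.26-fold). In all, 614 of 18665 genes passed the threshold, 197 higher and 417 lower (67.9% lower, but 56% against NLS-GFP). Between these extremes ARMCX2 (log2 fold change -2.79 ± 0.10, SE), the TGF-beta-induced gene PMEPA1 (-2.43 ± 0.22), the embryonic globin HBE1 (-2.40 ± 0.15), ZNF22 (-2.21 ± 0.11), the hyaluronan-degrading protein CEMIP (-2.19 ± 0.39), THBS1 (-2.19 ± 0.28) and the plasminogen activator PLAT (-2.18 ± 0.29) fell. The growth factor midkine, MDK, was at least 5.2-fold lower, since it was not above background on any array of the NET29 line. EFR3B (1.84 ± 0.13), ADTRP (1.65 ± 0.16), the GABA receptor subunit GABBR2 (1.46 ± 0.18), TAGLN3 (1.42 ± 0.21) and SPP1, which encodes osteopontin (1.41 ± 0.18), rose. The second probe of EFR3B did not pass the threshold.

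Among the gene lists fixed in advance, extracellular matrix genes fell in the NET29 line. Of 30 measured, 1 rose and 8 fell, and the list lay below other genes by camera (adjusted p = 5.54e-09, adjusted p = 0.00577 with an estimated correlation). Besides the thrombospondins, the collagens COL5A1 (-1.36 ± 0.13) and COL6A1 (-0.91 ± 0.08) fell, while TNC, tenascin C, rose by 1.04 ± 0.10. Without the 5 matrix genes that the study had named, 1 of 25 rose and 7 fell (adjusted p = 1.04e-07, adjusted p = 0.0154 with an estimated correlation). Matrix proteases and their inhibitors went both ways, with 2 of 19 higher and 6 lower, and the list did not pass (adjusted p = 0.121). Without untreated replicate 2 or 4 or NET29 full-length replicate 1 or 2 it had 1 higher, and without NET29 full-length replicate 3 it had 3 lower. TGF-beta targets had 1 of 18 higher and 4 lower, among them TGFBI (-2.01 ± 0.19) and TGFB2 (at least 2.2-fold lower). Their mean was -0.30 and their median -0.02, which turned to 0.01 under median scaling, and adjusted p = 0.0286 became adjusted p = 0.0988 with an estimated correlation and adjusted p = 0.116 without the 2 genes that the study had named. Hypoxia and glycolysis genes had 0 of 18 higher and 6 lower (adjusted p = 5.67e-06, adjusted p = 0.109 with an estimated correlation), with the angiogenic factor VEGFA at -1.03 ± 0.18, and 3 lower without untreated replicate 2. Interferon response genes had 1 of 25 higher and 4 lower (adjusted p = 0.00212, adjusted p = 0.181 with an estimated correlation), with the antiviral GTPase MX1 at -1.39 ± 0.12, and 2 higher without untreated replicate 1 or 4 and 0 without NET29 full-length replicate 2. Cholesterol synthesis genes had 2 of 17 lower, cancer-testis antigens 4 of 19 and blood cell markers 4 of 17 (HCLS1 at -1.63 ± 0.10). Their adjusted p by camera was 0.00726, 0.00352 and 0.00835, and 0.255, 0.31 and 0.0974 with an estimated correlation. Untreated replicate 4 was high at MAGEA1, MAGEC2 and SSX1, raising the cancer-testis control mean here and below. The 2 cholesterol genes, DHCR7 and PMVK, were both lost without untreated replicate 2 (-0.57 and -0.43) or 3 (-0.60 and -0.51), PMVK also without untreated replicate 4 (-0.53) or NET29 full-length replicate 1 or 4 (-0.47 and -0.49), and 5 passed without untreated replicate 1. That list did not pass under median scaling (adjusted p = 0.0828). Mitosis genes lay higher as a list with 0 of 21 past the threshold (adjusted p = 0.0157, adjusted p = 0.554 with an estimated correlation), and 1 without untreated replicate 3. Inflammatory cytokines had 1 of 18 higher and 4 lower (2 and 3 without untreated replicate 2) and did not pass (adjusted p = 0.127). Adipocyte genes had 1 of 20 higher, PPARG, and 2 lower (adjusted p = 0.796), and neither fall was firm. FASN was lost without untreated replicate 2 or 3 (-0.48 and -0.57) or NET29 full-length replicate 1 or 4 (-0.62 and -0.57), and PNPLA2 without untreated replicate 2 or 4 (-0.49 and -0.37) or NET29 full-length replicate 1, 2, 3 or 4 (-0.51, -0.59, -0.57 and -0.55). With only the 8 arrays compared in the fit the count was 329, and under median scaling 247. Without untreated replicate 2 and NET47 full-length replicate 3 it was 522.

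The line labelled NET39 changed in much the same way. ARMCX2 was 6.91-fold lower (log2 intensity 9.94 ± 0.15 in untreated and 7.15 ± 0.13 in NET39 cells, SD, n = 4 each), PMEPA1 6.54-fold lower and IGFBP7, which encodes a secreted binding protein of insulin-like growth factors, 6.34-fold lower. The largest rise was in PPARG, the nuclear receptor that drives fat cell differentiation, which was 6.29-fold higher (6.31 ± 0.21 and 8.97 ± 0.19, SD, n = 4 each; log2 fold change 2.65 ± 0.10, SE, adjusted p = 5.4e-15), although its 3 other probes did not pass the threshold. MMP3 (5.71-fold) and IL13RA2 (5.42-fold) followed. In all, 694 genes passed, 225 higher and 469 lower (67.6% lower, but 55.6% against NLS-GFP). PLAT (-2.63 ± 0.29), THBS1 (-2.60 ± 0.28), CEMIP (-2.37 ± 0.39), THBS2 (-2.36 ± 0.17), EEF1A2 (-2.28 ± 0.16) and CALB2, the calcium-binding protein calretinin (-2.21 ± 0.17, second probe not past the threshold), fell, and MDK was at least 5.19-fold lower. TRIML2 (2.31 ± 0.19), the neuropeptide precursor VGF (2.12 ± 0.27), NMRAL1 (1.82 ± 0.21), ADTRP (1.68 ± 0.16), the small GTPase GEM (1.46 ± 0.15), TAGLN3 (1.46 ± 0.21) and the lysophosphatidic acid receptor LPAR3 (1.44 ± 0.12) rose.

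Extracellular matrix genes fell in the NET39 line too, with 1 of 30 higher and 10 lower (adjusted p = 3.56e-09, adjusted p = 0.00577 with an estimated correlation). COL5A1 (-1.41 ± 0.13) and COL6A1 (-1.10 ± 0.08) fell and TNC (1.28 ± 0.10) rose. Without the genes that the study had named, 1 of 25 matrix genes rose and 9 fell (adjusted p = 4.01e-08, adjusted p = 0.0137 with an estimated correlation), and TGF-beta targets passed with the preset correlation only (adjusted p = 0.0366, adjusted p = 0.126 with an estimated correlation). TGF-beta targets had 0 of 18 higher and 4 lower, with PMEPA1, TGFBI (-2.08 ± 0.19), SMAD6 (-0.82 ± 0.11) and TGFB2 (at least 2.2-fold lower), with 1 higher without untreated replicate 4, and passed in both forms of the test (adjusted p = 0.00673, adjusted p = 0.0407 with an estimated correlation). Hypoxia and glycolysis genes had 6 of 18 lower, interferon genes 1 of 25 higher and 4 lower, and cancer-testis antigens 4 of 19 lower. Their adjusted p by camera was 4.2e-05, 0.0019 and 0.0403, and 0.158, 0.18 and 0.542 with an estimated correlation. In the last list, MAGEA1, MAGEC2 and SSX1 were high on untreated replicate 4. Mitosis genes (0 of 21 past the threshold, adjusted p = 0.0234) and DNA replication genes (1 of 22 higher, adjusted p = 0.0228) lay higher as lists, with adjusted p = 0.598 and adjusted p = 0.673 with an estimated correlation and adjusted p = 0.0662 and 0.0785 under median scaling. The hypoxia list had 3 lower without untreated replicate 2 or 3 or NET39 full-length replicate 4, the interferon list 2 higher without untreated replicate 1, and the mitosis list 1 higher without untreated replicate 3. The replication gene, RRM1, was lost without untreated replicate 4 (0.43) or NET39 full-length replicate 1 (0.49), and 2 passed without untreated replicate 1. Matrix proteases (1 of 19 higher, 6 lower, adjusted p = 0.105), inflammatory cytokines (1 of 18 higher, 5 lower, adjusted p = 0.0516, but adjusted p = 0.0288 under median scaling and 0.0484 under cyclic loess) and heat shock genes (1 of 15 higher, HSPB1 at 1.17 ± 0.13, and 2 lower, adjusted p = 0.851) did not pass. Proteases had 2 higher without untreated replicate 1 or NET39 full-length replicate 2, and cytokines 3 lower with any of these arrays left out except untreated replicate 4. Of the 5 measured liver genes that the study had named as lowered by NET39, 4 fell (adjusted p = 7.04e-08, adjusted p = 0.00577 with an estimated correlation), and CYBRD1, a ferric reductase, was at -0.92 ± 0.12. The study chose that list on these samples, so its count is not independent evidence. Another 2 of the 4, PPIC and TBX3, rested on single arrays, since PPIC was at -0.42 without untreated replicate 4 and -0.49 without NET39 full-length replicate 4, and TBX3 at -0.49 without untreated replicate 1. The same list had 1 of 5 lower in the NET29 line (adjusted p = 0.000265, adjusted p = 0.0518 with an estimated correlation) and 0 of 5 past the threshold in the NET47 line (adjusted p = 0.0108, adjusted p = 0.194 with an estimated correlation and adjusted p = 0.124 under median scaling). The gene in the NET29 line, NNMT, was lost without untreated replicate 2 or 4 (-0.50 and -0.46) or NET29 full-length replicate 1 or 4 (-0.50 and -0.51), and 2 passed without untreated replicate 3 or NET29 full-length replicate 2. The count of genes past the threshold was 395 with only the 8 arrays compared in the fit, 291 under median scaling and 631 without untreated replicate 2 and NET47 full-length replicate 3.

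**Figure D2:**
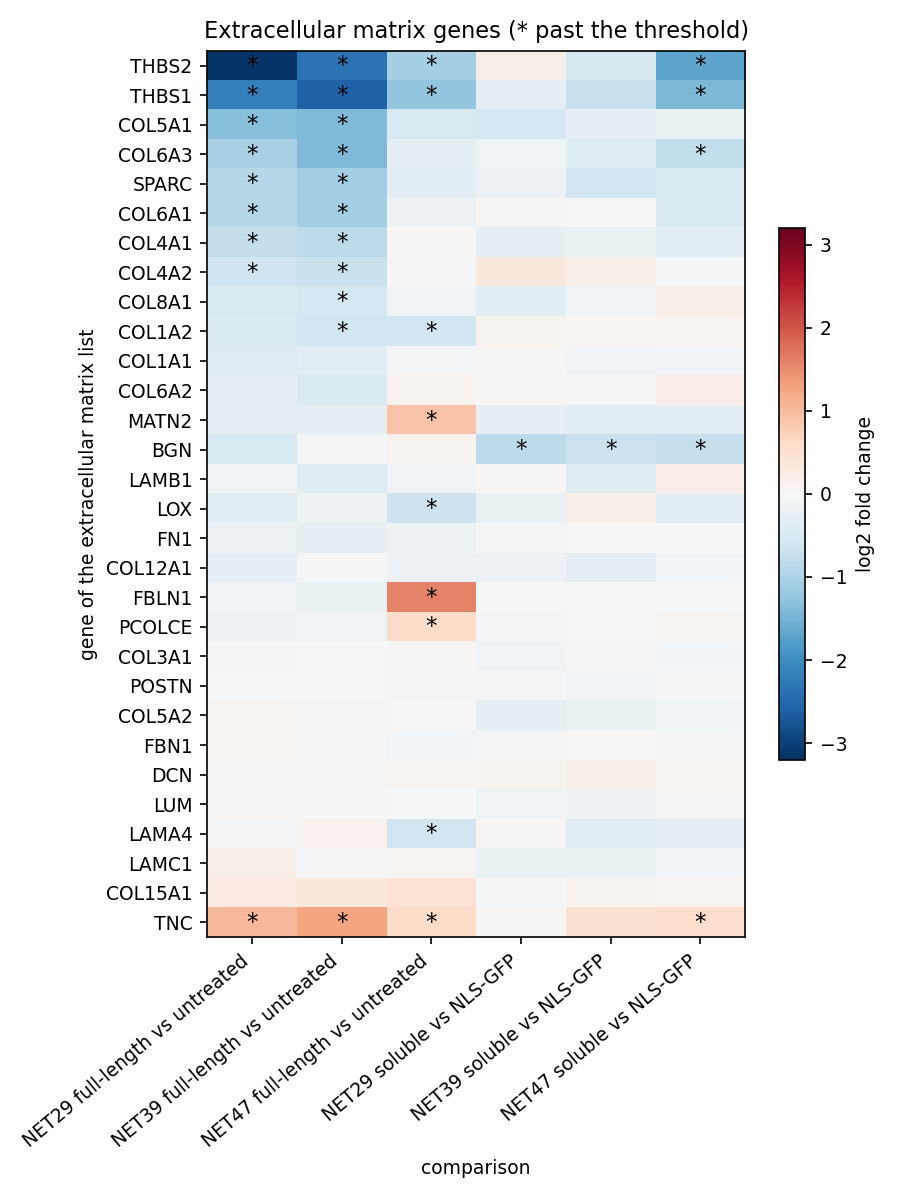
Colour gives the log2 fold change of each of the 30 measured extracellular matrix genes (vertical axis) in the 3 full-length and 3 soluble comparisons (horizontal axis), and an asterisk marks a gene past the threshold. In the NET29 and NET39 columns 8 and 10 genes were lower and 1 higher in each, and in the NET47 full-length column 4 were higher and 5 lower.

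The NET47 line changed fewer genes than the other 2 lines, 226 in all with 109 higher and 117 lower (51.8% lower). After TM7SF2 itself, the largest rises that held when single arrays were left out were in VGF (3.65-fold), QPRT, an enzyme of NAD synthesis (3.37-fold), MAOA, monoamine oxidase A (3.36-fold), and the matrix proteins FBLN1 (3.0-fold) and CSPG4 (2.66-fold). QPRT went from 6.34 ± 0.16 (SD, n = 4) to 8.09 ± 0.23 (SD, n = 3). ZNF22 was 5.65-fold lower, FAM20C, a kinase of secreted proteins, 4.79-fold lower and PLAT 4.19-fold lower. FBXO32 (-1.65 ± 0.29), the DNA repair protein MGMT (-1.64 ± 0.10), OCIAD2 (-1.64 ± 0.12), TMEM42 (-1.47 ± 0.12), EEF1A2 (-1.35 ± 0.17) and ALDH1A3, a retinaldehyde dehydrogenase (-1.31 ± 0.20), also fell, while TRIML2 (1.37 ± 0.21), C19orf33 (1.36 ± 0.13) and SBSN (1.34 ± 0.16) rose. The chemokine CXCL8 fell by 2.11 ± 0.41 and was at -1.78 (adjusted p = 0.0756) without NET47 full-length replicate 3. CGB1 rose by 1.42 ± 0.28 and was at 1.28 (adjusted p = 0.0693) without NET47 full-length replicate 2.

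Of the 10 genes important to liver that the study had named as raised by NET47, 7 rose and 0 fell (adjusted p = 1.17e-25, adjusted p = 1.82e-07 with an estimated correlation; 7 also when adjusted over the list alone), which is not independent evidence because the study chose them on these samples. FBLN1 (1.59 ± 0.07), MATN2, matrilin 2 (0.92 ± 0.13), and PCOLCE, an enhancer of procollagen processing (0.58 ± 0.07), passed with every single array left out. ARRB1 (0.62 ± 0.14), HSPB8 (0.65 ± 0.10), NDRG2 (0.52 ± 0.08) and TGFBR3 (0.74 ± 0.14) did not, and without NET47 full-length replicate 3 the first 3 were at 0.47, 0.47 and 0.39. ARRB1 was also lost without untreated replicate 1, 3 or 4 (0.56, 0.59 and 0.52) or NET47 full-length replicate 1 (0.66), NDRG2 without untreated replicate 1 or 3 (0.48 each), and TGFBR3 without NET47 full-length replicate 1 or 2 (0.66 and 0.65), so that 4 of the 10 passed without NET47 full-length replicate 3. In the general hepatocyte list, fixed from textbook markers such as albumin and apolipoproteins, at most 1 of 23 genes passed in any comparison with all arrays (lowest adjusted p = 0.129). Extracellular matrix genes had 4 of 30 higher and 5 lower (adjusted p = 0.671), but 3 of the 4 were genes that the study had named as raised by NET47, and without the 5 named genes 1 of 25 was higher and 4 lower and the list lay lower (adjusted p = 0.00252, adjusted p = 0.206 with an estimated correlation). Matrix proteases and inhibitors had 0 of 19 higher and 3 lower (adjusted p = 0.0268, adjusted p = 0.0716 with an estimated correlation) and inflammatory cytokines 3 of 18 lower (adjusted p = 0.0372, adjusted p = 0.492 with an estimated correlation). Blood cell markers had 2 of 17 higher, CD3D (1.02 ± 0.12) and CSF1R (0.89 ± 0.17) (adjusted p = 0.0376, adjusted p = 0.197 with an estimated correlation). The p53 target (1 of 17 lower, GDF15 at -0.83 ± 0.13), hypoxia (0 of 18) and cancer-testis lists (2 of 19 lower) lay lower. Their adjusted p by camera was 0.043, 0.0104 and 0.0405, and 0.18, 0.451 and 0.542 with an estimated correlation. In the last, MAGEA1, MAGEC2 and SSX1 were high on untreated replicate 4. Under median scaling these 3 lists and the proteases did not pass (adjusted p = 0.124, 0.0675, 0.105 and 0.0541). Matrix genes had 3 lower without any 1 of the NET47 full-length replicates 1, 2 and 3. A cytokine was higher without untreated replicate 2, a cancer-testis gene higher without untreated replicate 4, a blood cell gene lower without untreated replicate 1 or 3 or NET47 full-length replicate 3, and a hypoxia gene lower without untreated replicate 1 or 4. The count was 24 with only the 7 arrays compared in the fit, 94 under median scaling and 169 without untreated replicate 2 and NET47 full-length replicate 3. Whether more genes rose or fell was not firm. The lower share was 33.3%, 43.6% and 49.1% in these 3 settings, 47.9% without untreated replicate 4 as well, 42.5% with NLS-GFP and 48.5% with the mean of both controls as reference, and 41.8%, 46.3% and 42% without untreated replicate 2 and NET47 full-length replicates 1 and 2 singly.

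**Figure D3:**
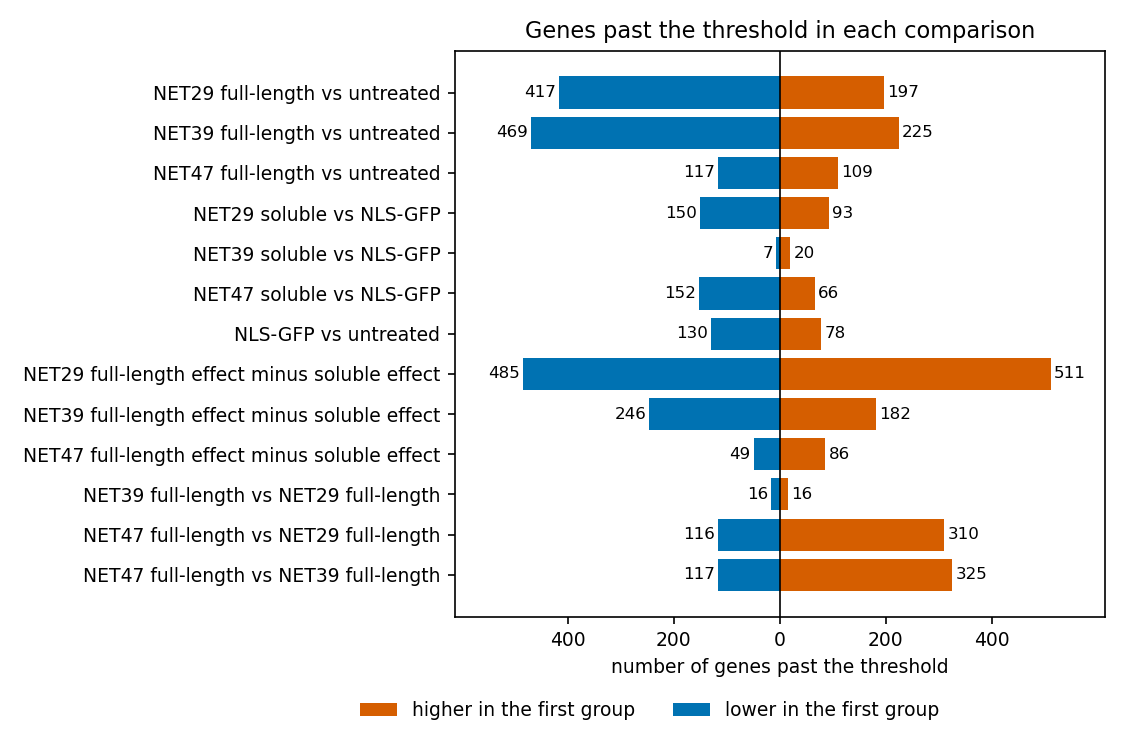
Bars give the number of genes past the threshold (horizontal axis) in each of the 13 comparisons (vertical axis), to the right for genes higher in the first group named and to the left for genes lower in it. The NET29 and NET39 lines had 417 and 469 lower against 197 and 225 higher genes, while the NET47 line had 117 and 109.

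A list of 5 genes was followed because the study tied their expression to their position in the nucleus. In the NET29 line THBS2, TGFB2, the endosomal recycling GTPase RAB4A (at least 1.78-fold lower) and F8A1 (-1.43 ± 0.11) fell and PPARG rose by 0.87 ± 0.10 (adjusted p = 2.12e-07, adjusted p = 0.000588 with an estimated correlation). The same 4 fell and PPARG rose in the NET39 line (adjusted p = 4.6e-05, adjusted p = 0.0037 with an estimated correlation). In the NET47 line 3 fell and PPARG rose by 0.94 ± 0.11 (adjusted p = 0.00835, adjusted p = 0.0457 with an estimated correlation), with THBS2 at -1.09 ± 0.19. One of these 3, F8A1 (-0.59), did not pass without untreated replicate 2 (-0.47) or NET47 full-length replicate 1 or 2 (-0.55 each). The list was chosen by the study on these samples and is not independent evidence.

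The 3 lines were then compared with each other directly. NET39 and NET29 lines differed at 32 genes, 16 higher and 16 lower in the NET39 line (50% lower, and 36.8% of 19 genes under median scaling). The embryonic globin HBE1 was 7.42-fold higher in the NET39 line (10.15 ± 0.33 against 7.25 ± 0.17, SD, n = 4 each), the olfactory receptor gene OR51B4 6.1-fold, PPARG 3.44-fold and HSPB1 2.33-fold higher, while SPP1 was 3.87-fold and TMEM120A 2.78-fold lower. Cholesterol synthesis genes had 0 of 17 past the threshold and lay higher as a list (adjusted p = 0.000813, adjusted p = 0.152 with an estimated correlation). The NET39 liver genes had CYBRD1 lower by log2 -0.78 ± 0.12 (adjusted p = 0.000815, adjusted p = 0.0782 with an estimated correlation), and of the position genes PPARG alone passed (adjusted p = 4.48e-05, adjusted p = 0.0037 with an estimated correlation; median -0.04, mean 0.47). Blood cell markers passed under cyclic loess only (adjusted p = 0.0349). The NET47 line differed from the NET29 line at 426 genes (310 higher, 116 lower) and from the NET39 line at 442 (325 higher, 117 lower). ARMCX2 was 10.1-fold and 10.0-fold higher in NET47 cells (10.48 ± 0.10, SD, n = 3), and MDK at least 4.82-fold higher in both comparisons. ESM1, the secreted proteoglycan endocan, was 4.37-fold and 4.29-fold lower. Against NET29 cells BAMBI, an inhibitor of TGF-beta signalling, was 2.84-fold lower, and against NET39 cells PPARG was 3.29-fold and MMP3 3.49-fold lower.

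Extracellular matrix genes stood higher in the NET47 line than in the NET29 line (10 of 30 higher, 0 lower, adjusted p = 8.84e-09, adjusted p = 0.00623 with an estimated correlation) and than in the NET39 line (12 higher, 3 lower, adjusted p = 9.93e-10, adjusted p = 0.00449 with an estimated correlation). Part of this rests on 5 genes that the study had named on these samples. Without them 6 of 25 were higher and 0 lower, and 8 higher and 3 lower (adjusted p = 0.00828 and 0.000976), and neither passed with an estimated correlation (adjusted p = 0.276 and 0.17). Blood cell markers were also higher, with 5 of 17 against NET29 cells (adjusted p = 7.23e-07, adjusted p = 0.0037 with an estimated correlation) and 3 against NET39 cells (adjusted p = 0.0016, adjusted p = 0.0447 with an estimated correlation), among them HCLS1 (1.39 ± 0.11 and 1.27 ± 0.11) and the receptor CSF1R (1.64 ± 0.17 against NET39 cells). TGF-beta targets had 4 of 18 higher and 1 lower against NET29 cells (adjusted p = 0.0204, adjusted p = 0.0782 with an estimated correlation) and 4 higher against NET39 cells (adjusted p = 0.00304, adjusted p = 0.025 with an estimated correlation), and without the 2 named genes adjusted p = 0.124 and 0.0363, with adjusted p = 0.276 and 0.126 for an estimated correlation. Interferon response genes had 2 of 25 higher and 1 lower against NET29 cells and 3 higher and 1 lower against NET39 cells (adjusted p = 0.0116 and 0.00899, adjusted p = 0.284 and adjusted p = 0.266 with an estimated correlation). Hypoxia and glycolysis genes had 1 of 18 higher in each (adjusted p = 0.0174 and 0.0403, adjusted p = 0.492 and adjusted p = 0.561 with an estimated correlation). Under median scaling hypoxia genes did not pass in either (adjusted p = 0.135 and 0.239), nor TGF-beta targets against NET29 cells (adjusted p = 0.0785), and mitosis genes passed against NET29 cells, lower, under cyclic loess only (adjusted p = 0.045). The hypoxia gene against NET29 cells, PFKFB4, was lost without NET47 full-length replicate 2 or 3 (0.87 and 0.92). The interferon gene that was lower, IFI44, was lost against NET29 cells without NET29 full-length replicate 1 or 4 or NET47 full-length replicate 3 (-0.79, -0.84 and -0.60), and against NET39 cells none was lower without any 1 of the NET39 full-length replicates or NET47 full-length replicate 3. A matrix gene was lower against NET29 cells without NET47 full-length replicate 1. The NET47 liver genes, not independent evidence, had 6 and 7 of 10 higher (adjusted p = 1.25e-20 and 3.66e-22, adjusted p = 4.13e-07 and adjusted p = 3.27e-07 with an estimated correlation). Against NET39 cells the NET39 liver genes had CYBRD1 alone higher, with 2 higher without NET39 or NET47 full-length replicate 2 (adjusted p = 0.000128, adjusted p = 0.0447 with an estimated correlation). The position genes had 3 of 5 higher against NET29 cells (adjusted p = 1.51e-07, adjusted p = 0.000588 with an estimated correlation) and 3 higher and 1 lower against NET39 cells (adjusted p = 0.0104, adjusted p = 0.0505 with an estimated correlation).

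The genes changed by more than 1 NET were counted because the study compared unique with shared genes. Of 343 genes that rose in any of the 3 lines, 187 rose in 1 line and 156 in at least 2, with 32 in all 3. Of 552 genes that fell, 179 fell in 1 line and 373 in at least 2, with 78 in all 3. Most of the sharing was between the NET29 and NET39 lines, which had 147 raised and 356 lowered genes in common and 1 changed in opposite directions. Independent lists of those sizes would share 2.37 and 10.5. Across genes, which are not independent replicates, their fold changes correlated at r = 0.896. Over 100 simulations, unchanged groups that share controls gave a mean r of 0.5 and a mean of 0 shared calls. The covariance was 0.0489 against a simulated 0.00577. The simulation leaves out that arrays of the same replicate number deviate together in these 2 lines (about 0.00284). With line and untreated arrays of separate numbers, chosen after the result had been seen, r was 0.499 to 0.639 and the covariance 0.0346 to 0.0422 over 6 assignments. With each line set against its own pair of untreated arrays, r was 0.408 to 0.601 over the 6 ways to pair. The lines shared 92 to 106 raised and 222 to 241 lowered genes. A mean of 71.5% of the covariance was left, so the simulation understated the shared controls. The NET29 and NET47 lines shared 33 raised and 83 lowered genes with 10 in opposite directions (independent lists 1.15 and 2.61), r = 0.438 against a simulated 0.461, covariance 0.0177 against 0.00574, and r = -0.156 to 0.284 with separate control pairs. The NET39 and NET47 lines shared 40 and 90 with 14 opposite (independent lists 1.31 and 2.94), r = 0.477 against 0.463, covariance 0.0197 against 0.00577, and r = -0.096 to 0.285 with separate pairs. Median scaling gave 81 and 68 up and 85 and 147 down in 1 and in at least 2 lines.

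**Figure D4:**
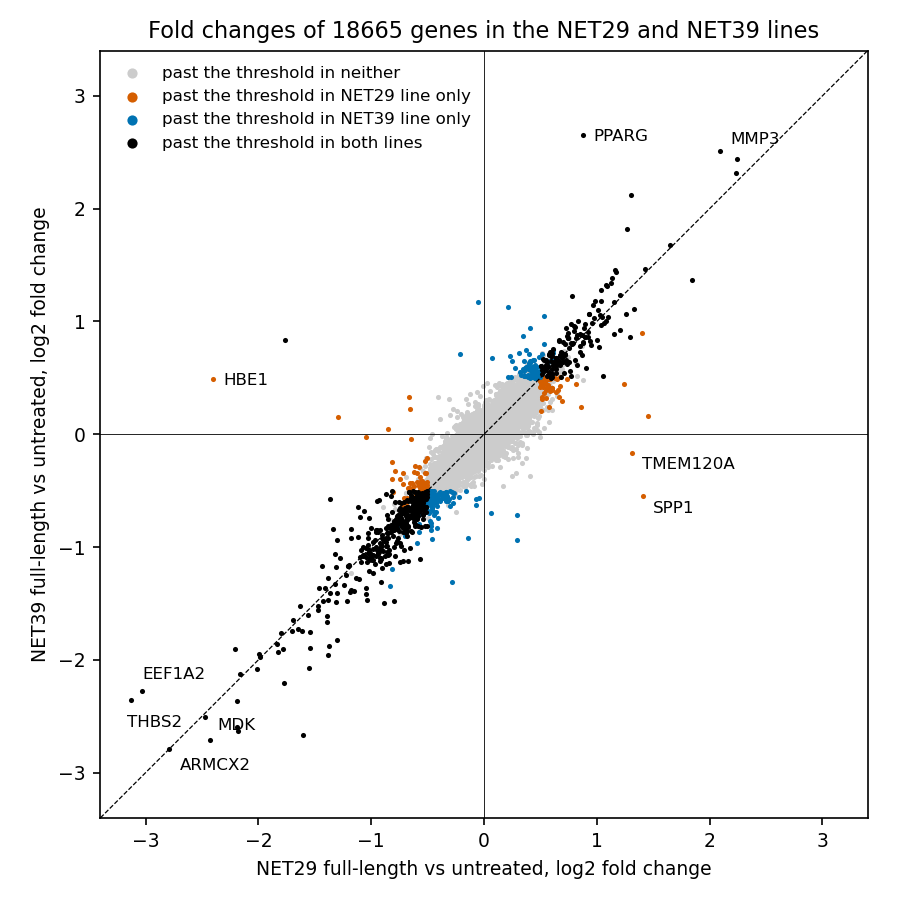
Each of 18665 genes is placed by its log2 fold change against untreated cells in the NET29 line (horizontal axis) and in the NET39 line (vertical axis), coloured by the lines in which it passed the threshold, with the dashed line marking equal change. Most genes past the threshold lie near that line (147 raised and 356 lowered in both), and PPARG, HBE1, SPP1 and TMEM120A lie off it.

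The soluble fragments, their expression unverified, were set against NLS-GFP cells to ask whether the response needed the membrane anchor. Cells with the NET29 fragment had 243 genes past the threshold, 93 higher and 150 lower. MAGEA1, a cancer-testis antigen, was 5.35-fold lower (8.95 ± 0.08 in NLS-GFP and 6.53 ± 0.25 in NET29 soluble cells, SD, n = 3 each), the secreted Wnt regulator DKK3 3.95-fold lower, and NME4 (-1.83 ± 0.30) and SYT11 (-1.76 ± 0.18) fell. MDK fell by 1.95 ± 0.14, with 1 of its 5 other probes of opposite sign. The chemokine CCL2 (2.77-fold), the neuropeptide galanin, GAL (2.7-fold), C5orf46 (log2 1.17 ± 0.19) and the kinase PIM2 (2.17-fold) rose, and PPARG was at least 1.92-fold higher. Of the lists, the position genes alone passed in the main analysis, with 2 of 5 higher (adjusted p = 0.000554, adjusted p = 0.00982 with an estimated correlation; median 0.18, and -0.12 under median scaling, where adjusted p = 0.0904). Under median scaling cholesterol synthesis, unfolded protein response and nuclear envelope genes passed as lower and epithelial genes as higher (adjusted p = 0.0105, 0.0236, 0.0182 and 0.0236), and under cyclic loess ribosomal protein and heat shock genes as higher (adjusted p = 7.65e-05 and 0.0481), so the lists of this comparison depend on the scaling. One of the 2 position genes, F8A1 (0.52), did not pass with any of 5 of the 6 arrays left out (0.36 without NLS-GFP replicate 1, 0.55 without NLS-GFP replicate 2, and 0.41, 0.55 and 0.60 without NET29 soluble replicates 1, 2 and 3). The lower share was 61.7%, and 87.8% of 49 genes under median scaling, which moved the median of all genes by -0.1. The count was 79 without NLS-GFP replicate 2, 108 without NET29 soluble replicate 1, and 444 with only the 6 arrays compared in the fit.

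With the NET39 fragment 27 genes passed, 20 higher and 7 lower, the fewest of the 3 fragments with all arrays but not without NLS-GFP replicate 3 (289, against 229 for NET47). NDN, which encodes the growth suppressor necdin, was 5.25-fold higher (6.43 ± 0.08 against 8.82 ± 0.08, SD, n = 3 each, adjusted p = 1.75e-12), SBSN 2.75-fold and the cancer-testis antigen PAGE1 2.49-fold higher. The histone variant gene MACROH2A2 was 2.05-fold lower and MYEOV at least 1.53-fold lower. TAGLN3 (1.41), CD276 (1.18), FEZ1 (-0.82), TENT5A (-0.82) and BGN, which encodes biglycan (-0.69), passed as well, but each lost its call with at least 4 of the 6 arrays left out singly. Without NLS-GFP replicates 1 and 2 and NET39 soluble replicates 1 and 3 in turn, TAGLN3 ran from 1.18 to 1.43 and BGN was at -0.68, -0.69, -0.63 and -0.70. Without NLS-GFP replicates 1 and 2 and NET39 soluble replicates 1, 2 and 3 in turn, CD276 was at 1.07, 0.91, 1.19, 1.19 and 1.16, FEZ1 at -0.86, -0.72, -0.84, -0.73 and -0.88, and TENT5A at -0.67, -0.73, -0.82, -0.81 and -0.82. Lists passed with the preset correlation only. They were extracellular matrix (1 of 30 lower, adjusted p = 0.0116), TGF-beta targets (0 of 18, adjusted p = 0.0469) and hypoxia and glycolysis (0 of 18, adjusted p = 0.0387), which lay lower, and DNA replication (0 of 22, adjusted p = 0.0469) and cancer-testis antigens (2 of 19 higher, adjusted p = 0.0215), which lay higher, with adjusted p = 0.254, 0.151, 0.554, 0.705 and 0.49 with an estimated correlation. Under median scaling the last 4 did not pass (adjusted p = 0.0879, 0.407, 0.19 and 0.124), and under cyclic loess TGF-beta targets and hypoxia did not (adjusted p = 0.0745 and 0.112) while mitosis genes did, higher (adjusted p = 0.0262). Without the genes that the study had named TGF-beta targets did not pass (adjusted p = 0.189). BGN was the matrix gene, so that list had none where BGN was lost, and without NLS-GFP replicate 3 it had 1 higher and 4 lower, TGF-beta targets the same and DNA replication 1 higher. Cancer-testis antigens had 1 higher without NLS-GFP replicate 1 or 2 or any 1 of the NET39 soluble arrays. The lower share was 25.9%, 50% of 8 genes under median scaling and 56.7% without NLS-GFP replicate 3. The count was 9 without NLS-GFP replicate 1 or 2, 289 without NLS-GFP replicate 3, and 7, 12 and 9 without NET39 soluble replicates 1, 2 and 3. With only the 6 arrays compared in the fit it was 132.

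In cells with the NET47 fragment 218 genes passed, 66 higher and 152 lower. EEF1A2 was 21.2-fold lower (12.12 ± 0.27 in NLS-GFP and 7.71 ± 0.18 in NET47 soluble cells, SD, n = 3 each), the chemokine CXCL8 8.29-fold lower, MDK 6.79-fold (1 of 5 other probes of opposite sign), MAGEA1 6.31-fold and the cytokine IL1B 6.26-fold lower. GABBR2 (2.81-fold), TMSB15A, a thymosin beta (2.35-fold), IGSF5 (log2 1.24 ± 0.13) and LRRC17 (log2 1.22 ± 0.20) rose. The lipase gene LIPG rose by 1.48 ± 0.30 and was at 1.33 (adjusted p = 0.0681) without NLS-GFP replicate 3 and 1.42 (adjusted p = 0.0607) without NET47 soluble replicate 3. Cholesterol synthesis genes rose as a list, with 2 of 17 past the threshold and 7 when adjusted over the list alone (adjusted p = 1.03e-13, adjusted p = 0.00217 with an estimated correlation; median 0.46, and 0.82 under median scaling). EBP, a sterol isomerase, was at 0.96 ± 0.19, and MSMO1, a sterol oxidase, at 0.61 ± 0.12, which missed the threshold without NLS-GFP replicate 2 or 3 (0.58 and 0.57) or NET47 soluble replicate 3 (0.52). Inflammatory cytokines fell, with 1 of 18 higher and 7 lower, or 4 lower without NLS-GFP replicate 1 (adjusted p = 2.12e-07, adjusted p = 0.0397 with an estimated correlation). The position genes had 3 of 5 lower (adjusted p = 0.000815, adjusted p = 0.0117 with an estimated correlation). One of these, TGFB2, was lost without NLS-GFP replicate 1 or 2 (-0.63 and -0.54) or NET47 soluble replicate 2 or 3 (-0.73 and -0.61). Extracellular matrix genes had 1 of 30 higher and 4 lower (adjusted p = 0.00352, adjusted p = 0.18 with an estimated correlation), TGF-beta targets 1 of 18 lower (adjusted p = 0.0397, adjusted p = 0.127 with an estimated correlation) and hypoxia and glycolysis genes 1 of 18 lower (adjusted p = 7.34e-05, adjusted p = 0.18 with an estimated correlation). DNA replication genes (0 of 22, adjusted p = 0.0343) lay lower and p53 targets (1 of 17 lower; mean 0.16, adjusted p = 0.0174) higher as lists, with adjusted p = 0.673 and adjusted p = 0.0988 with an estimated correlation. Under median scaling the matrix, TGF-beta, hypoxia and replication lists did not pass (adjusted p = 0.0994, 0.322, 0.351 and 0.959), nor did TGF-beta targets under cyclic loess (adjusted p = 0.0579) or without the genes that the study had named (adjusted p = 0.346). TNC, the matrix gene that rose, was lost without NLS-GFP replicate 1 or 2 or NET47 soluble replicate 1 or 3 (0.51, 0.55, 0.53 and 0.54), and 2 matrix genes were lower without NLS-GFP replicate 1 or 2 or NET47 soluble replicate 3. The TGF-beta target was TGFB2, lost as above, with 2 lower without NLS-GFP replicate 3. The hypoxia gene, VEGFA, was lost without NLS-GFP replicate 1 or 2 (-0.97 and -0.95), with 2 lower without NLS-GFP replicate 3. The p53 target, GDF15, was lost without NLS-GFP replicate 2 or NET47 soluble replicate 3 (-0.64 and -0.61), and 1 was higher without NLS-GFP replicate 1 or NET47 soluble replicate 3. The medians of the matrix, replication and hypoxia lists turned to 0.03, 0.22 and 0.08 under median scaling, which moved the median of all genes by 0.106. That scaling called 136 genes, of which 27.2% were lower against 69.7% here.

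The 2 controls were compared because both served as references in the study. NLS-GFP and untreated cells differed at 208 genes, 78 higher and 130 lower in NLS-GFP cells. The phosphatase gene CDC14B was 4.27-fold higher (12.12 ± 0.22, SD, n = 3, against 10.02 ± 1.05, SD, n = 4), with its 2 other probes not past the threshold, and PPP3R1, a calcineurin subunit, and MAGEA1 were 2.96-fold and 2.95-fold higher. PMEPA1 was 2.76-fold and NFAT5, an osmotic stress transcription factor, 2.39-fold lower, and SBSN fell by 0.98 ± 0.16. None of the 27 lists passed in the main analysis (lowest adjusted p = 0.0526, for cholesterol synthesis genes, which passed as higher under cyclic loess at adjusted p = 0.0371). The comparison rested on single arrays. Without untreated replicate 4 the count was 721, without untreated replicates 2 and 3 singly 112 (42% lower) and 137, and without NLS-GFP replicates 1, 2 and 3 singly 61, 53 and 525. With only the 7 arrays compared in the fit 1 gene passed, which was none of those above, and median scaling called 7 genes, 28.6% lower against 62.5% here.

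Full-length and fragment effects, each against its own control, were tested for their difference. GFP, selection, sorting and, by the sample labels, stable against transient expression are part of that difference. For NET29, 996 genes passed, 511 with the more positive change for the full-length protein and 485 with the more negative. THBS2 (-3.30 ± 0.26), ARMCX2 (-2.88 ± 0.15), EEF1A2 (-2.85 ± 0.24), PLAT (-3.17 ± 0.44) and LYPD1 (-2.67 ± 0.16) were lower and NME4 (2.96 ± 0.39), SYT11 (2.69 ± 0.24), NMRAL1 (2.38 ± 0.32) and the connexin gene GJB2 (2.37 ± 0.22) higher. TMEM120A, the gene introduced into the line, differed by 0.99 ± 0.18 (adjusted p = 0.00139). For NET39, 428 genes passed (182 and 246), led by NDN (-3.91 ± 0.15), ARMCX2 (-3.14 ± 0.15), SLC43A3 (-2.56 ± 0.20), ASB9 (-2.41 ± 0.29) and GSTT1 (-2.39 ± 0.20) below and TRIML2 (3.12 ± 0.29), PPARG (2.55 ± 0.15), VGF (2.45 ± 0.42) and SYT11 (1.92 ± 0.24) above. NDN, ASB9 and GSTT1 were not above background on any array of the NET39 line, so the size of their difference is uncertain. So is that of PPARG, which was not above background on any NET39 soluble or NLS-GFP array. For NET47, 135 genes passed (86 and 49), led by the introduced gene TM7SF2 (5.98 ± 0.15), EEF1A2 (3.06 ± 0.25), VGF (2.81 ± 0.43), HBE1 (2.75 ± 0.24) and MDK (2.66 ± 0.19) above and MGMT (-2.37 ± 0.15), the TNF family ligand CD70 (-2.15 ± 0.25) and OCIAD2 (-2.05 ± 0.18) below. Without untreated replicate 1 the NET29 count was 1547. With only the arrays compared in the fit the counts were 512, 262 and 38, and under median scaling 148, 72 and 67, with 26.4% rather than 48.7% negative for NET29 (55.2% under cyclic loess) and 58.2% rather than 36.3% for NET47.

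Among the lists, the full-length effect of NET47 lay below that of its fragment for cholesterol synthesis genes (1 of 17 past the threshold, 10 when adjusted over the list alone, adjusted p = 7.84e-12, adjusted p = 0.0037 with an estimated correlation) and p53 targets (0 of 17, and 3 over the list alone, adjusted p = 0.000329, adjusted p = 0.0117 with an estimated correlation), and above it for the NET47 liver genes (4 of 10, not independent evidence, adjusted p = 1.76e-16, adjusted p = 1.89e-06 with an estimated correlation), with FBLN1 at 1.61 ± 0.10. Extracellular matrix (4 of 30 higher, 1 lower), DNA replication (0 of 22), inflammatory cytokine (2 of 18 higher) and blood cell genes (2 of 17 higher) also lay above (adjusted p = 0.043, 0.00183, 0.0298 and 0.0307) and the NET39 liver genes below (0 of 5, adjusted p = 0.0343), with adjusted p = 0.407, 0.542, 0.472, 0.181 and 0.291 with an estimated correlation, and the medians of the first 3 turned to -0.08, -0.07 and -0.04 under median scaling. Replication, cytokine and NET39 liver genes did not pass there (adjusted p = 0.382, 0.124 and 0.116). Cholesterol genes had 4 lower without untreated replicate 1 and 2 without untreated replicate 2, p53 targets 2 lower without untreated replicate 1, and blood cell genes 3 higher and 1 lower without untreated replicate 4. Without the 5 matrix genes that the study had named, 1 of 25 was higher and 1 lower and the list did not pass (adjusted p = 0.815), so it is no evidence beyond those genes. No matrix gene was lower without untreated replicate 1 or 2, any 1 of the NET47 full-length or NLS-GFP arrays, or NET47 soluble replicate 1 or 2. For NET29 the position genes were lower (4 of 5, adjusted p = 1.75e-10, adjusted p = 6.62e-05 with an estimated correlation). Extracellular matrix (1 of 30 higher, 7 lower), interferon response (1 of 25 higher, 3 lower), hypoxia and glycolysis (4 of 18 lower), cancer-testis (1 of 19 higher, 2 lower) and NET39 liver genes (2 of 5 lower) lay lower too (adjusted p = 0.0131, 0.0057, 0.00247, 0.00759 and 0.0174), with adjusted p = 0.256, 0.237, 0.311, 0.385 and 0.237 with an estimated correlation. Of these 5 only the interferon list passed under median scaling (adjusted p = 0.0359). The matrix, hypoxia, cancer-testis and NET39 liver lists were at adjusted p = 0.124, 0.299, 0.351 and 0.62 there, and their medians at 0.03, -0.01, 0.13 and 0.02. Of the 4 hypoxia genes 1 was left without untreated replicate 2, NET29 full-length replicate 1 or 4, NLS-GFP replicate 2 or 3 or NET29 soluble replicate 1 or 2, and 2 without untreated replicate 3 or NET29 soluble replicate 3. Matrix genes had 4 lower without NLS-GFP replicate 1 or 2 or NET29 soluble replicate 3 and 2 higher without untreated replicate 1, interferon genes 6 lower without untreated replicate 1, and NET39 liver genes 1 lower without untreated replicate 4. For NET39 the position genes had 1 of 5 higher and 4 lower (adjusted p = 0.000813, adjusted p = 0.0117 with an estimated correlation). Extracellular matrix (2 of 30 higher, 7 lower), cytokine (2 of 18 lower), cancer-testis (2 of 19 lower) and NET39 liver genes (1 of 5 lower) lay lower (adjusted p = 0.00344, 0.043, 0.00134 and 0.000219), with adjusted p = 0.18, 0.512, 0.254 and 0.0505 with an estimated correlation. Matrix genes had 1 higher without untreated replicate 3, NLS-GFP replicate 1 or 2 or NET39 soluble replicate 1, and 4 lower without NLS-GFP replicate 2. Cytokines had 1 higher and 4 lower without untreated replicate 4. The NET39 liver gene, TBX3, was lost without NLS-GFP replicate 2 (-0.48), and 2 were lower without untreated replicate 3. Under cyclic loess hypoxia genes passed for NET39 too, lower (adjusted p = 0.0258).

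The changes by full-length protein and fragment were compared for each NET, without a test of whether the NETs differ in this. For NET29, 2 genes rose and 19 fell in both comparisons and 29 went in opposite directions, with r = -0.175 across genes, and 242 of the 614 genes of the line and 86 of the 243 of the fragment had the same sign in the other comparison. For NET39, 1 rose, 3 fell and 7 went in opposite directions (r = 0.0859), with the same sign for 424 of 694 and 12 of 27 genes (a fragment list too short to rank, with 7 to 289 genes when single arrays were left out), and for NET47, 10 rose, 42 fell and 13 were opposite (r = 0.194), and 155 of the 226 genes of the line and 163 of the 218 of the fragment had the same sign in the other comparison (68.6% and 74.8%). Independent lists would share 0.982 and 3.35, 0.241 and 0.176, and 0.385 and 0.953 genes, and unchanged groups gave r within 0.00129 of 0.

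In earlier work that the study built on, all 3 NETs moved chromosome 5, and NET29 and NET39 also moved chromosome 13. Genes that rose or fell in the 3 lines were not enriched on either chromosome in any of 12 Fisher's exact tests, two-sided (lowest adjusted p = 0.382; 0 of the 12 under an unadjusted p of 0.05). The highest share of lowered genes was on chromosome 13 in the NET39 line, 15 of 366 genes (4.1%) against 2.48% elsewhere (odds ratio 1.68, Fisher's exact p = 0.0613). Without the fold threshold 3 of the 12 tests passed, all for chromosome 13. Lowered genes were then more frequent there in the NET29 (odds ratio 2.08, adjusted p = 0.0151) and NET39 lines (1.9, adjusted p = 0.0222), and raised genes less frequent in the NET29 line (0.122, adjusted p = 0.0222).

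The remaining lists passed in none of the 13 comparisons in the main analysis. Their lowest adjusted p values were 0.0555 for adipocyte, 0.414 for skeletal muscle, 0.11 for unfolded protein response, 0.139 for immediate early, 0.064 for heat shock, 0.129 for nuclear envelope, 0.234 for HOX, 0.456 for epithelial, 0.544 for endothelial, 0.2 for neuronal and 0.0677 for ribosomal protein genes. Other scalings called some of them, for the NET29 fragment as given there, and for the NET29 interaction ribosomal protein and heat shock genes, lower, under cyclic loess (adjusted p = 0.000771 and 0.045) and nuclear envelope genes, higher, under median scaling (adjusted p = 0.0467).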

Values the study reported

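The study reported that between 52% and 70% of the genes altered by a full-length protein went down. It gave 194 genes that went up with a single protein and 146 that went up with at least 2, and 184 and 381 genes that went down. For the protein of muscle it gave 431 genes down and 195 up. By RT-PCR, the study reported messages 2.5, 4.3 and 3.6 times their endogenous level for NET29, NET39 and NET47.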

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

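The tests of shared replicate numbers, of changes common to stable lines, of chromosome segments, of a wrong NLS-GFP or soluble label, of a batch, of transfection, of dividing cells and of transcript length were chosen after the patterns had been seen, and those of shared controls and other groupings before.

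The NET29 and NET39 lines changed the same genes, with 503 shared and 1 opposite. Shared controls and shared replicate numbers are excluded as the whole cause, since on average 71.5% of the covariance was left with separate pairs of untreated arrays and 76.8% with line and untreated arrays of separate numbers, and changes common to every stable line are excluded as the whole cause because the shared genes changed in the NET47 line by a median of 38.4% of their change in the other 2 (quartiles 13.4% and 64%), although 430 of the 503 had the same sign there and 110 passed the same way, while 205 and 228 differed directly from the NET29 and NET39 lines. Gained or lost chromosome segments are excluded as the whole cause, since the 2002 nearest expressed neighbours, past the threshold or not, moved by a median of 5.57% (SE 1.07) of the shared genes' change, but 32 adjacent pairs moved together against 12.2 on average and at most 22 in permutations, so segments stay open for those genes. A common origin of the 2 lines, a selection step they share, and a response that the 2 proteins have in common may each remain, and no table here separates them. Further arrays from independently made lines would be needed.

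Untreated replicate 4 lay with the transient arrays, at 17.5 on the first component against -8.47 to -4.39 for the other 3. Its correlation with the closest soluble group reached 0.9901, below the lowest value of 0.9941 inside that group. A group of 3 arrays sets no lower limit for a member, so this does not exclude a wrong label from a soluble group. A wrong label from the NLS-GFP group stays open too (0.9891 against 0.9888 inside it). A batch shared with the transient arrays may be the source, since over 514 probes of silent families its deviation followed theirs at a mean r of 0.269, against -0.0468 to 0.0468 for other untreated arrays. If untreated replicate 4 is of untransfected cells, transfection and GFP are excluded as the whole source of the difference between NLS-GFP cells and untreated replicates 1 to 3, because it lay 92.1% of the way to NLS-GFP over 721 genes (quartiles 60% and 122%). The count for NLS-GFP against untreated cells, 208 with all arrays and 721 without this one, is therefore no measure of a GFP effect.

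Untreated replicate 2 and NET47 full-length replicate 3 deviated from their groups together (r = 0.743). Fewer dividing cells stay open, since the median deviation of DNA replication genes averaged 0.00 over the 2 arrays (0.09 and -0.08, SE 0.08 and 0.05) but that of mitosis genes was -0.26 and -0.06 (SE 0.23 and 0.19), too wide to decide. A loss of long transcripts may contribute and stays open too, because deviation and gene span correlated at a mean rho of -0.184 (-0.14 on untreated replicate 2 and -0.228 on NET47 full-length replicate 3), and NET29 full-length replicate 3, the lowest other array, was at -0.202, between the 2. The bound for this test was tightened after that value had been seen, and under the first bound the explanation would have been kept as matching. No biological explanation other than cell division was tested.

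Other groupings of the same arrays were counted for each comparison, the real one included. For NET29 and NET39 full-length 1 of 35 splits gave as many genes (614 and 694, highest other 122 and 248), for NET47 against NET29 and NET39 full-length 1 of 35 (426 and 442, highest other 149 and 139), for the NET29 interaction 1 of 100 (996, highest other 347), and for the NET39 interaction 2 of 100 (428, highest other 551), so chance is excluded as the source at a share of 0.05. Of the interactions' 700 splits 100 were drawn, a number raised from 50 after the first counts had been seen. All were counted together. Chance is not excluded for the NET47 interaction, where 5 of 100 gave as many as 135 (highest other 266), for NET47 full-length, where 2 of 35 splits gave as many as 226 and the split that puts untreated replicates 2 and 4 with NET47 replicate 3 gave 808, nor for NLS-GFP against untreated, where 3 of 35 gave as many as 208 and the split that sets untreated replicate 4 with NLS-GFP gave 768. The last 2 splits point to a structure among the arrays other than the groups. Nor is it excluded for NET39 against NET29 full-length by all splits (2 of 35, 32 genes, highest other 103), where the 8 splits that part all 4 pairs gave 32 in the real one and at most 0 in the others. The soluble comparisons have 10 splits each, too few for a share under 0.05 (1 of 10 each, 243, 27 and 218 genes, highest other 0, 0 and 6).

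In all, 38 values stood apart from their group of 4, 2 of 21 array measures and 36 of 615 sets of gene values, or 5.85%, where chance gives about 1 in 20. Of these, 11 were on untreated replicate 4 and 8 on NET39 full-length replicate 2, whose mean correlation with its group was 0.99 against 0.994 for the others. On untreated replicate 4, with the range of the other 3 in parentheses, CD3D was at 6.53 (5.92 to 5.99), CSPG4 6.98 (6.26 to 6.34), GINS2 10.22 (10.62 to 10.70), LIPG 8.02 (6.06 to 6.20), MAGEA1 8.28 (7.08 to 7.13), MAGEC2 8.87 (6.30 to 6.41), NMRAL1 8.70 (7.21 to 7.38), PDIA3P1 7.77 (8.66 to 8.74), PPP3R1 8.68 (7.22 to 7.40) and SSX1 10.41 (9.97 to 10.01). On untreated replicate 1, PGK1 was at 11.62 (12.04 to 12.13) and THBS1 12.06 (10.20 to 10.26), and without that array THBS1 still passed the threshold in the NET29 and NET39 lines. On untreated replicate 2, LIF was at 7.38 (6.97 to 7.01) and TMEM42 8.48 (7.96 to 8.01), and on untreated replicate 3, CCL20 was at 6.07 (6.34 to 6.37). On NET29 full-length replicate 2, DUSP1 was at 9.89 (9.50 to 9.55), EFR3B 8.86 (8.25 to 8.33), ESM1 9.17 (10.05 to 10.15), IGFBP7 9.37 (9.71 to 9.74), LPAR3 7.99 (8.21 to 8.22), PNMA2 7.97 (7.67 to 7.72) and TDO2 6.08 (6.31 to 6.34). On replicate 3 of that line, CYBRD1 was at 7.96 (8.18 to 8.20) and PFKFB4 8.69 (9.26 to 9.33), and on replicate 4, MAGEB2 was at 10.65 (10.87 to 10.91). On NET39 full-length replicate 2, CD3D was at 6.19 (5.90 to 5.92), HBG1 7.02 (6.90 to 6.91), MAGEA1 6.63 (6.32 to 6.37), MCM6 11.17 (11.37 to 11.40), MVK 7.98 (7.52 to 7.53), NFAT5 7.64 (8.20 to 8.31) and SQLE 10.35 (10.24 to 10.25). On replicate 3 of that line, CYBRD1 was at 7.07 (7.42 to 7.49), DUSP5 11.85 (12.11 to 12.13), SCD 12.02 (12.21 to 12.24) and TAGLN 10.70 (10.14 to 10.20).

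Full-length and soluble effects differed at 996 genes for NET29, 428 for NET39 and 135 for NET47, by the interaction test. Among probes without a gene name here, 77, 95 and 28 passed the threshold in the NET29, NET39 and NET47 lines.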

How the results depend on the processing

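All alternatives were fixed before the data were examined except the 2 that leave out untreated replicate 2 and NET47 full-length replicate 3, without or with untreated replicate 4, and general lists without the genes the study named, which were chosen after seeing the results. The order of comparisons below is the 3 full-length lines, the 3 soluble fragments, NLS-GFP, the 3 interactions, and NET39 against NET29, NET47 against NET29 and NET47 against NET39. Counts within 1.5 times the reported one are not listed, and a value short of the threshold in both settings counts as the same. Median scaling gave 247, 291, 94, 49, 8, 136, 7, 148, 72, 67, 19, 158 and 173 genes, and for genes in 1 line and in at least 2, 81 and 68 up and 85 and 147 down. With only the arrays compared in the fit the counts were 329, 395 and 24 for the lines, 444 and 132 for the NET29 and NET39 fragments, 1 for NLS-GFP and 512, 262 and 38 for the interactions. That setting has fewer residual degrees of freedom, but some counts went up, and the cause was tested nowhere. With NLS-GFP as the reference the lines gave 1240, 1334 and 1058 genes, and 461 and 518 up and 333 and 641 down in 1 and in at least 2 lines, a setting that adds the difference of stable and transient expression. With the mean of both controls, NET47 gave 454, and 251 genes were up in at least 2 lines. With untreated cells as the reference the fragments gave 813, 444 and 839. Cyclic loess gave 98 for the NET29 fragment. The moderated F test gave 134 for the NET39 fragment and 353 for NLS-GFP, and is not defined for single interactions or pairs of lines. The replicate block gave 46 and 345 for these 2, 638, 706 and 225 for the 3 lines, and 77 list calls, of which 75 were shared with the 79 reported. It changed no other count by over 1.5 times. A block for slides was not run. Without untreated replicate 2 and NET47 full-length replicate 3 the NET39 fragment gave 50 and NLS-GFP 131. Without untreated replicate 4 as well, the NET29 fragment gave 445, the NET39 fragment 124 and NLS-GFP 686. With single arrays left out, counts ran from 79 (without NLS-GFP replicate 2) to 337 for the NET29 fragment, from 7 (without NET39 soluble replicate 1) to 289 (without NLS-GFP replicate 3) for the NET39 fragment, from 53 (without NLS-GFP replicate 2) to 721 (without untreated replicate 4) for NLS-GFP and from 690 to 1547 (without untreated replicate 1) for the NET29 interaction, and stayed within 1.5 times for the other 9 comparisons. The targeted genes ran from 1.22 to 1.41 for TMEM120A and 5.91 to 6.03 for TM7SF2, and PLPP7 was short of the threshold each time. The estimated correlation in camera left 27 list calls and median scaling 52, and taking the genes the study named out of the general lists gave 75, with the matrix list of the NET47 interaction reversed (adjusted p = 0.815). Without a fold threshold 3 chromosome tests passed. Of 375 calls for named genes, 198 held in every setting run. Median scaling ended 133 of 373, only the arrays compared 100, single arrays left out 58, leaving out 2 or 3 arrays 21 and 25, cyclic loess 12, the trended prior 6, other references 18 of 147 (NLS-GFP), 7 of 147 (the mean of both controls) and 11 of 46 (untreated cells), the block 4, and no background correction, the deposited log2 values and the background filter 0. Among named genes PPIC in the NET29 interaction alone reversed, from -0.58 to 0.02 under median scaling. Signal over background limits what can be seen, since 11895 of 18665 genes were above it on at least 3 arrays.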

Other observations

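All of these observations were chosen after the results had been seen, and none was followed by a test of its own.

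The RT-PCR values quoted above come from another assay. TM7SF2 was 62-fold higher in the NET47 line here. That is higher than the value quoted from the study above. PLPP7 was at least 1.07-fold lower in the line labelled NET39 here. That is lower than the value quoted from the study above, and whether this probe reads the expressed message is not known. TMEM120A was 2.48-fold higher in the NET29 line here. That is close to the value quoted from the study above.

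HBE1, OR51B4 and OR51B5, neighbours in the beta-globin region of chromosome 11, were higher together in the NET39 than in the NET29 line (2.89 ± 0.15 and 2.61 ± 0.11, SE, for the first 2 and at least 2.5-fold for OR51B5).

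PPARG was higher in all 3 lines (0.87, 2.65 and 0.94) and at least 1.92-fold higher with the NET29 fragment. With the NET47 fragment it was at least 1.08-fold higher, short of the threshold, and with the NET39 fragment and NLS-GFP it was not above background on any array. MAGEA1 was at -0.92 and -0.98 in the NET29 and NET39 lines and at -2.42 and -2.66 with the NET29 and NET47 fragments, and it was one of the genes in which untreated replicate 4 stood apart. EEF1A2 fell by 3.03, 2.28 and 1.35 in the 3 lines and was at -4.41 with the NET47 fragment.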
